A study of Mus musculus with 6 samples. Its data were reported in "The long non-coding RNA Dali is an epigenetic regulator of neural differentiation" (2014).

How the data were processed

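N2A mouse neuroblastoma cells were transiently transfected with a short hairpin RNA (shRNA) vector against Pou3f3 or with a non-targeting vector. Total RNA was labelled and hybridised to Affymetrix GeneChip Mouse Gene ST arrays, which carry probes along the length of each transcript. There were 3 control and 3 knockdown arrays, and they are described as biological replicates. They were transfections of a single cell line, so the p-values measure the spread between such cultures.

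The authors background-corrected the arrays by RMA, quantile normalised them and summarised the probes of each gene, and the deposited values are on a log2 scale. RMA and limma are named in the submitters' processing notes without versions. The values used here ran from 3.16 to 14.89, and the medians of the 6 arrays ran from 7.90 to 8.01. Quantile normalisation gives the arrays nearly the same distribution, so a change shared by most transcripts cannot be seen. Detection above background was not analysed here, and the number of arrays limits the precision.

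Rows were named through the platform's gene table and through Entrez identifiers in a RefSeq gene table of the assembly GRCm38.p6, which was used only for names and gene order. Of the 35556 rows, 21789 had 1 gene symbol, 1621 had several and 12146 were not listed. The Entrez identifier was found for 21698 of the rows with 1 symbol, which covered 19938 distinct symbols. Rows with several symbols were not named. The genome build of the array design is not given in the sources used here, so no coordinates are printed. Among the rows not listed, 6617 had identifiers below the lowest listed one. Their median SD over the 6 arrays was 0.24 on the log2 scale, against 0.11 for listed rows.

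All computations were made in R 4.3.3 with limma 3.58.1. The test fixed before the data were examined followed the methods of the study. The variance cut-off of 0.5 given by the study was read as a quantile, which is an interpretation. Rows not listed were kept because its methods name no annotation filter, which is also an interpretation. The 17778 rows with a variance above the median were fitted with lmFit and eBayes, with no block, and p-values were adjusted by the Benjamini-Hochberg procedure. A row was called at an adjusted p under 0.1 and a fold of at least 1.3. Of the rows that passed this filter, 46.3% were not listed. The fixed test called 12 rows. The same test on rows with 1 gene symbol, an alternative written down before the data were examined, called 542, and a further test with all 21789 such rows and no variance filter called 433. This last test was chosen after all 3 counts had been seen. It is called the test of named rows. Every gene described as having risen or fallen between control and knockdown passed the test of named rows or the fixed test.

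The test of named rows was preferred to the filtered one after arrays had been simulated from the real row means and SDs, when the counts on the real arrays were already known. Row means and SDs do not carry the structure shared by arrays of the same replicate number, so the simulated counts may not hold with it. In 5 simulations without any change the fixed test called 14.2 rows on average (range 8 to 19), and the filtered test of 10894 rows with 1 symbol called 36.6. The test of 21789 named rows called 0 in each. With 200 genes changed, the test of named rows recovered 46.3% of the genes changed by 1.3-fold, 97.0% at 1.5-fold and 99.7% at 2-fold, with 13 false calls on average. The fixed test on 17778 rows recovered 6.27%, 82.4% and 100% respectively, with 61.8 false calls.

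Gene lists and markers of other cell types were fixed before the data were examined, but after the study and its lists of genes from these arrays had been read, so the choice of lists was not blind to its results. Each of the 25 lists was tested on 1 row per symbol (the row with the highest mean) with camera in limma, two-sided, with a preset correlation between genes of 0.01, and the p-values were adjusted over the lists. A list was called at an adjusted p under 0.05. Beside it stand camera with an estimated correlation, fry, Fisher's exact test (one-sided) of the called members against all symbols measured, and a count of members at an adjusted p under 0.1 when adjusted over the list alone. The lists of the 9 other cell types were tested in the same way.

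The genes named are the class III POU genes, the 10 largest rises and the 10 largest falls among called rows whose groups did not overlap, up to 4 called members of each list (or, where none was called, the member with the largest change), and genes that the study discusses. This rule was fixed for the first test. It was applied in the same form to the test of named rows after the counts were seen. Sv2b, Nsf, Lgi1, Itga2, Foxd1 and Arhgap18, as the remaining called members of their lists, Kif2c, Kif11 and Sparc, as further genes of the study, Chga, the neighbours of Pou3f3 and the genes that differed between replicate numbers were named outside the rule, after the data were seen.

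Control and knockdown arrays carry the same replicate numbers 1 to 3 in their titles. Deviations from the group means correlated at 0.526, 0.194 and 0.247 between arrays of the same number, all above 0.1, and the numbers were therefore taken to pair the arrays. Control 2 with knockdown 3 (0.199) and control 3 with knockdown 2 (0.170) correlated about as much, so the arrays numbered 1 alone stood apart by number. Deviations from a group mean cancel within the group, so these correlations are not independent of each other. They do not support pairing the arrays numbered 2 and 3, which rests on the titles. With the replicate number as a block, the fixed test called 0 rows and the test of named rows called 544. No pair of arrays shared more than 20 identical values.

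Alternatives covered the filter, the eBayes prior, array weights, scaling of the arrays, thresholds, the block, the set test and leaving out each array. An interquartile range filter, trend and robust priors, cyclic loess and median centring were also run on the named rows, after the data were seen.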

Results

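To measure the transcriptional response of N2A neuroblastoma cells to a reduced level of the class III POU transcription factor Pou3f3, transcript levels were compared between 3 arrays of cells transfected with a Pou3f3-targeting shRNA vector and 3 arrays of cells transfected with a non-targeting vector. All values are log2 array intensities, and differences are knockdown minus control.

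Pou3f3 itself, the target of the shRNA, averaged 8.38 ± 0.09 (SD, n = 3) in control cells and 8.21 ± 0.13 (SD, n = 3) in knockdown cells. The individual values were 8.37, 8.30 and 8.47 in control replicates 1 to 3 and 8.20, 8.09 and 8.35 in the knockdown replicates, so that each knockdown array lay below the control array of the same number. The difference of -0.16 (95% confidence interval -0.44 to 0.12) corresponds to a level 10.8% lower and did not pass the fixed test (limma adjusted p = 0.498). An exact permutation test gave p = 0.2, where 3 arrays against 3 cannot go below 0.1. The lower bound of the interval corresponds to a level 26.5% lower. Between arrays of the same number the differences were -0.17, -0.21 and -0.12. With the replicate number as a block the adjusted p was 0.249 in the fixed test and 0.0880 in the test of named rows (unadjusted p = 0.0181, 95% confidence interval -0.29 to -0.03), where the difference remained below the fold cut-off. The related genes Pou3f2 and Pou3f4 differed by -0.24 each (limma adjusted p = 0.405 and 0.410). In the test of named rows with the replicate block their limma adjusted p was 0.0264 and 0.0440. Both were lower in all 3 pairs of arrays of the same number, by less than the fold cut-off. Pou3f1 differed by -0.06 (adjusted p = 0.625 in the fit without a filter). Among the genes that lie next to Pou3f3, the non-coding transcript Pantr1 differed by -0.08 and the mitochondrial ribosomal protein gene Mrps9 by 0.24. Neither passed the test of named rows (limma adjusted p = 0.604 and 0.105, or 0.459 and 0.0365 with the replicate block). The difference of Mrps9 was below the fold cut-off. Fhl2, Gpr45 and Tgfbrap1 differed by -0.06, -0.03 and 0.00.

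Knockdown cells had lower levels of Dbh, the enzyme that makes noradrenaline from dopamine, of the glycosyltransferase gene Galnt5 and of Angpt2, which encodes a secreted ligand of the Tek receptor. Galnt5 fell by 1.18 (from 8.74 ± 0.19 to 7.56 ± 0.10, SD, n = 3), Dbh fell by 1.17 (from 12.39 ± 0.22 to 11.22 ± 0.15) and Angpt2 fell by 1.02 (from 10.66 ± 0.13 to 9.64 ± 0.05). The chondroitin sulphotransferase gene Chst15 fell by 1.04, the receptor phosphatase gene Ptprr by 0.94, the cation channel gene Trpc7 by 0.89 and the proteoglycan gene Sdc3 by 0.78. Lrrn4, Glt8d2 and the transcript 4930412O13Rik completed the 10 rows called lower in the fixed test. Only 2 rows were called higher, an unnamed row and Snhg5, a non-coding host gene of small nucleolar RNAs (snoRNAs), which rose by 0.87 ± 0.07 (SE in the test of named rows). These 12 rows all had limma adjusted p-values between 0.0816 and 0.0863, and 2228 of the 17778 rows had an unadjusted p under 0.05. A number similar to 12 (14.2 on average) was called in simulated arrays without any change. Those arrays were drawn from row means and SDs, which do not carry the structure shared by arrays of the same number. With the replicate number as a block the fixed test called 0 rows, and the lowest adjusted p was 0.108. Leaving out control replicate 2, control replicate 3 or knockdown replicate 2 also left 0 calls, knockdown replicate 3 left 1, control replicate 1 left 6 and knockdown replicate 1 left 17.

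**Figure D1:**
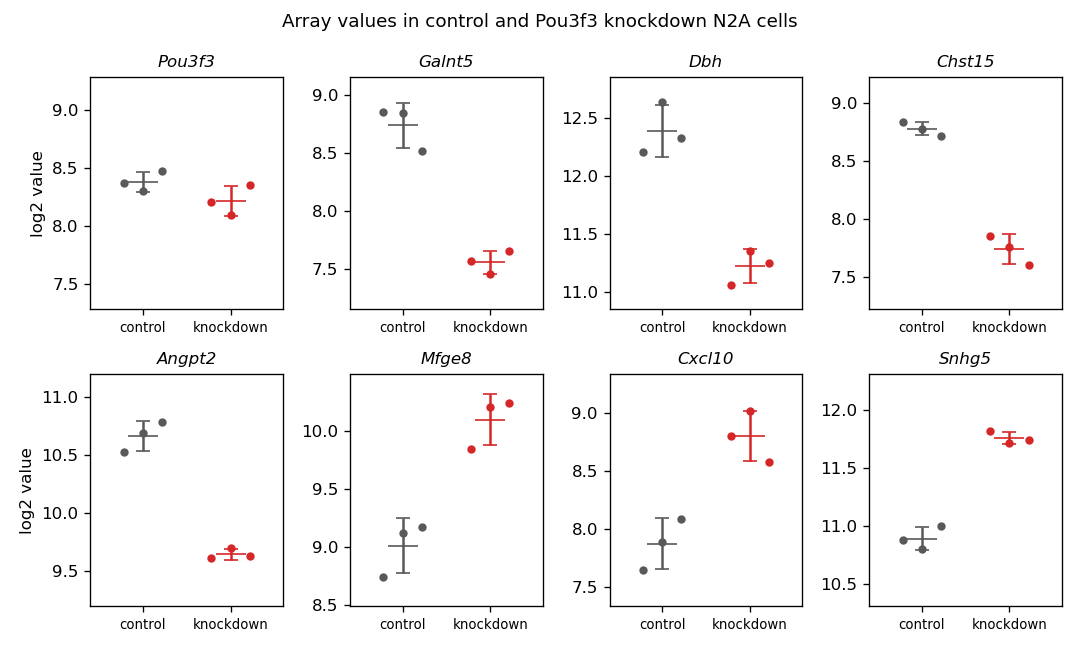
Log2 array values (vertical axes, each spanning 2 log2 units) of Pou3f3 and of 7 of the genes with the largest falls and rises, in control and knockdown cells; points are arrays in the order of their replicate numbers, and horizontal bars with error bars are means ± SD (n = 3). Groups overlap for Pou3f3 and are apart for the other 7 genes.

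When only rows with 1 gene symbol were tested, without a variance filter, 433 rows passed, of which 284 were higher and 149 lower in knockdown cells, and 11 of the 12 rows above were among them. They represented 413 distinct symbols. Beside Snhg5, the largest rises were those of Mfge8, a secreted glycoprotein that bridges dying cells to phagocytes (1.09 ± 0.14, SE), the interferon-inducible chemokine gene Cxcl10 (0.93 ± 0.13), D030056L22Rik (0.86 ± 0.15), the mitotic checkpoint deubiquitinase gene Usp44 (0.83 ± 0.11) and the actin-binding protein gene Nexn (0.83 ± 0.10). Gca, Txnip and Scml2 rose by 0.82, 0.77 and 0.72, and a row of Trdn rose by 0.79, whereas other rows of Trdn lay as low as -0.25. The cytokine receptor gene Il13ra1 fell by 0.91 and was the only one of the 10 largest falls that the fixed test had not called. The limma adjusted p-values of these genes ran from 0.00203 for Chst15, Angpt2 and Trpc7 to 0.0797 for Trdn. Groups did not overlap for 26.0% of the rows with 1 symbol, where chance gives 10% for exchangeable arrays. The arrays were taken to be paired by number, so 10% is only a rough reference. The count was 161 without control replicate 2 (78 higher, 83 lower), 219 without control replicate 3 (129 higher, 90 lower) and 147 without knockdown replicate 2 (67 higher, 80 lower), so the majority of higher calls did not hold in 2 of these, and with each array centred on its median 82.4% of the calls were higher, against 65.6%.

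Most measured genes of G2 and mitosis, and of homologous recombination and the Fanconi pathway, lay higher in knockdown cells, but only a minority were called. Of 53 measured genes of G2 and mitosis, 51 lay above 0, 9 were called higher and none lower, with a median difference of 0.31. The phosphatase gene Cdc25c, which activates the mitotic cyclin-dependent kinase, rose by 0.62 ± 0.07 (SE), the spindle checkpoint kinase gene Ttk by 0.48 ± 0.08, Cdca2 by 0.47 ± 0.08 and Psrc1 by 0.46 ± 0.08. Adjusted over the list alone, 43 members were higher and none lower. The list was shifted upwards relative to other genes (camera adjusted p = 4.29e-24; Fisher's exact adjusted p = 8.55e-07 for calls that were higher), a call that was lost at adjusted p = 0.176 with an estimated correlation. Of 29 genes of homologous recombination and the Fanconi pathway, 27 lay above 0 and 6 were called higher, among them the recombination genes Rad51b (0.56 ± 0.08), Rad54l (0.49 ± 0.12), Rad54b (0.43 ± 0.11) and Mre11a (0.42 ± 0.08). Their median was 0.26 (camera adjusted p = 5.56e-11; adjusted p = 0.216 with an estimated correlation), and 19 were higher and 1 lower when adjusted over the list alone. Of 42 genes of S phase, 3 were called higher, namely Cdca7 (0.61 ± 0.14), the DNA primase gene Prim1 (0.43 ± 0.11) and the helicase gene Brip1 (0.40 ± 0.10), with 10 higher and none lower when adjusted over the list alone. The S phase median was 0.23 (camera adjusted p = 3.86e-09, adjusted p = 0.357 with an estimated correlation), and it was 0.13 without knockdown replicate 2. The S phase list did not pass fry (adjusted p = 0.216) or Fisher's exact test for higher calls (adjusted p = 0.0789).

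Of 67 axon guidance genes, 58 lay below 0, 5 were called lower and none higher. The ligand gene Efna3 fell by 0.53 ± 0.11 (SE), and the receptor genes Nrp1 and Plxnc1 fell by 0.51 ± 0.08 and 0.47 ± 0.07. Slit3, which encodes a secreted guidance cue, fell by 0.43 ± 0.08, and the list as a whole had a median of -0.12 (camera adjusted p = 1.78e-06; Fisher's exact adjusted p = 0.000659 for calls that were lower), a call lost at adjusted p = 0.224 with an estimated correlation. Adjusted over the list alone, 20 were lower and 1 higher. The axon guidance median was -0.07 under median centring and -0.08 after cyclic loess. The list stayed called in both (camera adjusted p = 5.87e-07 and 8.13e-07). The 40 genes of dendrite and neurite growth had a single called member, Nrp1 again, and 5 were lower and 1 higher when adjusted over the list alone. Their median was -0.08 (camera adjusted p = 0.0148, adjusted p = 0.196 with an estimated correlation). It was -0.02 under median centring, with the list still called (camera adjusted p = 0.0248). Median centring shifts the differences of all genes alike, and camera compares a list with other genes. Calls kept under median centring therefore say little about whether the genes of a list fell.

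All 17 measured cholinergic genes lay below 0, and 2 were called lower: Ache, which encodes acetylcholinesterase, fell by 0.49 ± 0.08 (SE), and the nicotinic receptor subunit gene Chrna3 fell by 0.44 ± 0.07. The cholinergic median was -0.16 (camera adjusted p = 1.09e-05; adjusted p = 0.176 with an estimated correlation), with 7 lower and none higher when adjusted over the list alone. Of 22 noradrenergic genes, Dbh was the sole call, and 5 were lower and none higher when adjusted over the list alone. The noradrenergic median was -0.07 (camera adjusted p = 0.00931, adjusted p = 0.176 with an estimated correlation). Median centring of the arrays brought it to -0.02, with the list still called (camera adjusted p = 0.00625). Because camera is relative to other genes, that call does not show that the noradrenergic genes themselves fell. Dbh and Chga of this list also belong to the loci that the study picked for chromatin immunoprecipitation. Without both genes the noradrenergic list was not called (camera adjusted p = 0.0825), whereas without Dbh alone it was still called (camera adjusted p = 0.0370). Of 30 genes of synaptic vesicles and release, 4 fell and 2 rose. Those that fell were Cplx2 (by 0.45), Vamp1 (by 0.40), Syt1 (by 0.40) and Sv2b (by 0.38), and those that rose were Napb (0.66) and Nsf (0.38), which act together in the disassembly of the vesicle fusion complex. The synaptic median was -0.15 (camera adjusted p = 0.00892; adjusted p = 0.176 with an estimated correlation), with 12 lower and 3 higher when adjusted over the list alone. Among 35 voltage-gated and related channel genes, Trpc7 and the sodium channel gene Scn9a (which fell by 0.46 ± 0.09) were called lower. Adjusted over the list alone, 7 channel genes were lower and 2 higher. The channel median was -0.12 (camera adjusted p = 0.00188, adjusted p = 0.224 with an estimated correlation). Under median centring the medians were -0.07 for channel, -0.11 for cholinergic and -0.10 for synaptic genes, and these lists stayed called relative to other genes.

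Low-level genes as a whole also lay slightly below 0. The 71 measured markers of 9 other cell types, among them astrocytes, Schwann cells, fibroblasts and muscle, had a median of -0.10 at a median control level of 7.51, list medians ran from -0.13 to -0.07, and 1 marker was called higher and none lower. No marker list passed camera (limma, lowest adjusted p = 0.179). By level, the median difference of rows with 1 symbol was -0.09 among rows at levels of 7.23 to 7.82 and 0.07 among rows at 9.51 to 10.26. The median control levels of the axon guidance, cholinergic and channel genes were 8.50, 8.25 and 8.14, whereas those of the G2 and mitosis and S phase genes were 11.03 and 10.63. Other lists with lower medians stood at high levels, namely the noradrenergic (10.88), dendrite and neurite (10.57), synaptic (10.20) and sterol (12.24) genes.

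**Figure D2:**
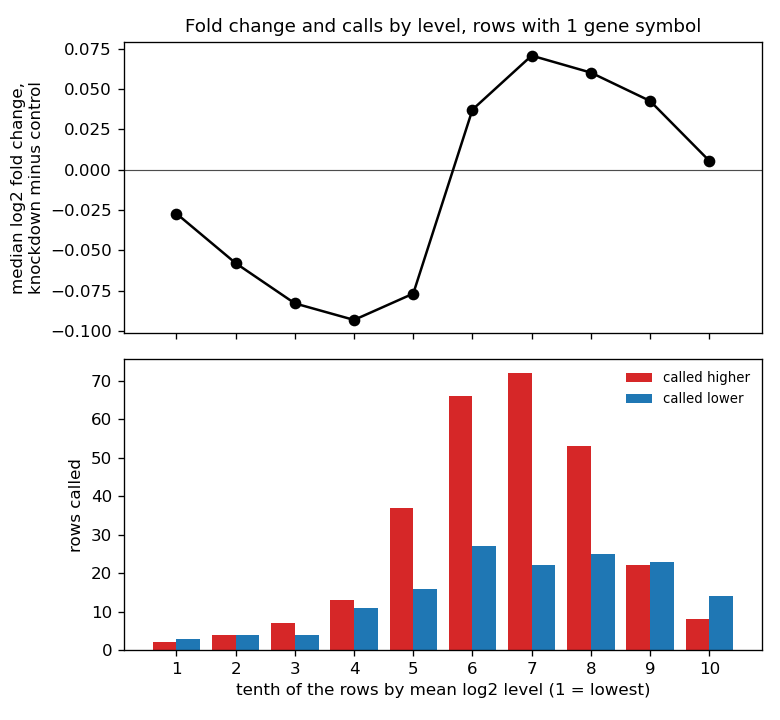
Median log2 difference between knockdown and control (upper panel) and number of rows called higher or lower (lower panel) in 10 level classes of about 2179 rows with 1 gene symbol each, ordered by mean log2 level. The median is lowest, at -0.09, at levels of 7.23 to 7.82 and highest, at 0.07, at 9.51 to 10.26, where 72 rows were called higher and 22 lower.

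The medians of genes of translation and of sterol synthesis lay slightly above and below 0. Of 43 cytosolic ribosomal protein genes, 39 lay above 0 with a median of 0.13, and no member was called (camera adjusted p = 6.96e-08; adjusted p = 0.224 with an estimated correlation), with none adjusted over the list alone. Rpl12 showed the largest difference, 0.33 ± 0.08 (SE, limma adjusted p = 0.0775), which is below the fold cut-off. Of 7 snoRNA host genes, Snhg5 and Gas5 rose, the latter by 0.42 ± 0.09 on its row with the highest level while its other rows were not called (limma adjusted p from 0.137 to 0.398), with 3 higher and 1 lower when adjusted over the list alone. The list median was 0.21 (camera adjusted p = 0.00892, adjusted p = 0.176 with an estimated correlation, 0.0829 on ranks), and it was 0.12 without control replicate 2 or without knockdown replicate 1. Of 21 genes of sterol biosynthesis, 19 lay below 0 with a median of -0.18 and no call, and 8 were lower and 1 higher when adjusted over the list alone (camera adjusted p = 6.39e-05; adjusted p = 0.196 with an estimated correlation). The methylsterol oxidase gene Msmo1 differed by -0.36 ± 0.08 (SE, limma adjusted p = 0.0713). Extracellular matrix genes had a median of -0.11, 43 of 47 lay below 0 without a call, and 2 were lower when adjusted over the list alone (camera adjusted p = 9.69e-05; adjusted p = 0.357 with an estimated correlation). The proteoglycan gene Ncan had the largest difference of these, -0.33 ± 0.07. Under median centring the extracellular matrix and sterol medians were -0.06 and -0.13, and the ribosomal protein median was 0.18. These lists stayed called by camera, which is relative to other genes.

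Cxcl10, the interferon-inducible transmembrane protein gene Ifitm3 (0.44 ± 0.11, SE) and the double-stranded RNA receptor gene Tlr3 (0.42 ± 0.10) rose, and these were the called members among 42 genes of the interferon and innate response. Adjusted over the list alone, 8 were higher and none lower. The list mean was 0.06 and its median 0.03, or 0.00691 to 0.06 on leaving out 1 array (camera adjusted p = 0.0488), and the call was lost at adjusted p = 0.482 with an estimated correlation, at adjusted p = 0.106 with the replicate number as a block, at adjusted p = 0.0606 after cyclic loess, and on leaving out any array but control replicate 3 or knockdown replicate 1 (adjusted p from 0.0758 to 0.158). Among 17 genes of DNA methylation and of the chromatin proteins that the study tested, Uhrf2, which binds hemimethylated DNA, rose by 0.51 ± 0.10, the DNA methyltransferase gene Dnmt1 differed by 0.15 ± 0.07 (limma adjusted p = 0.243), and 3 were higher and none lower when adjusted over the list alone. The list was called by camera (adjusted p = 0.0285), but not with an estimated correlation (adjusted p = 0.426), not after cyclic loess (adjusted p = 0.198), and not without control replicate 1, control replicate 3 or knockdown replicate 2 (adjusted p = 0.0884, 0.109 and 0.0701).

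**Figure D3:**
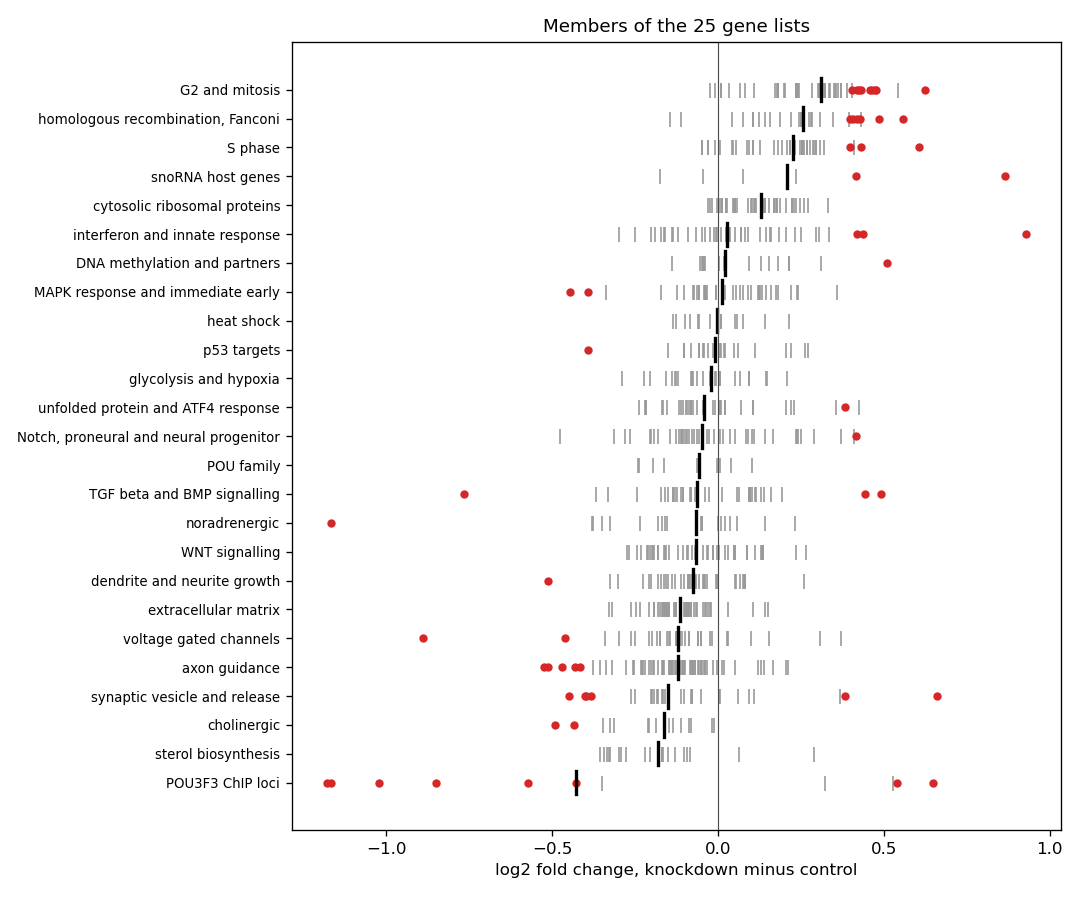
Log2 difference between knockdown and control (horizontal axis) of each measured member of the 25 gene lists, ordered by median; red points are members called in the test of named rows, grey ticks the other members and black bars the list medians. Medians run from -0.43 for the POU3F3 ChIP loci to 0.31 for G2 and mitosis.

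Apart from the loci tested for POU3F3 binding, which are described below, the remaining lists were not called. TGF beta and BMP signalling held Tgfb3, which fell by 0.77 ± 0.08 (SE), and the repressor gene Tgif1 and receptor gene Acvr1b, which rose by 0.49 ± 0.06 and 0.44 ± 0.10 (camera adjusted p = 0.986). The neural crest factor gene Pax3 rose by 0.42 ± 0.10 and was the called member of the Notch, proneural and progenitor list (adjusted p = 0.973), in which Id2 differed by -0.48 ± 0.18 and was called lower with the replicate number as a block (limma adjusted p = 0.00746). The growth-arrest gene Btg2 fell by 0.39 ± 0.08 and the ETS factor gene Etv1 by 0.44 ± 0.08, as the called members of the MAPK and immediate early list (adjusted p = 0.312), and Btg2 was also the called member of the p53 target list (adjusted p = 0.637). Ppp1r15a, which encodes a phosphatase subunit of the stress response, rose by 0.38 ± 0.08 in the unfolded protein and ATF4 list (adjusted p = 0.905). In the WNT, POU, heat shock and glycolysis lists no member was called (adjusted p = 0.194, 0.245, 0.986 and 0.869, although glycolysis was called lower at adjusted p = 0.0404 without control replicate 1 and at 0.00195 without both arrays numbered 1), and their largest differences were those of Fzd3 (-0.27), Pou3f2 (-0.24), Dnajb4 (0.21) and Adm (-0.29). Adjusted over the list alone, the counts higher and lower were 2 and 3 for TGF beta and BMP, 5 and 1 for the Notch list, 2 and 3 for MAPK, 4 and 1 for p53, 3 and 0 for the unfolded protein list, 2 and 3 for WNT and 0 and 2 for POU, with 0 for heat shock and glycolysis.

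Of 11 loci at which the study tested POU3F3 binding, 6 genes were called lower and 2 higher. Galnt5, Dbh and Angpt2 had the largest falls together with Cibar2 (by 0.85 ± 0.09, SE). Lgi1 and Itga2 fell by 0.57 and 0.43, and Foxd1 and Arhgap18 rose by 0.65 and 0.54. The median was -0.43, and 7 were lower and 4 higher when adjusted over the list alone (camera adjusted p = 0.00521; adjusted p = 0.176 with an estimated correlation and 0.178 on ranks). These loci were chosen by the study partly on these arrays, so neither their counts nor their direction is independent evidence.

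Of further genes discussed by the study, Kif2c, a microtubule-depolymerising kinesin gene of the G2 and mitosis list, rose by 0.46 ± 0.08 (SE, limma adjusted p = 0.0325), while Kif11 and Sparc differed by 0.34 and -0.32, below the fold cut-off (adjusted p = 0.0818 and 0.0674). Nos1, which encodes neuronal nitric oxide synthase, fell by 0.47 ± 0.07 (SE, limma adjusted p = 0.0192). E2f2 and Dlgap5, both linked to the cell cycle, differed by 0.18 ± 0.10 and 0.32 ± 0.08, and Hmgb2 by 0.18 ± 0.26, with wide spread in control cells (SD 0.59, n = 3). The neural genes Nrcam, Dscam and Dlx1 differed by -0.08, -0.23 and 0.14, and the WNT pathway genes Dkk1 and Fzd5 by 0.05 and -0.02. None of E2f2, Dlgap5, Hmgb2, Nrcam, Dscam, Dlx1, Dkk1 and Fzd5 passed the test of named rows. The limma adjusted p ran from 0.0767 for Dlgap5, whose difference is below the fold cut-off, to 0.927 for Fzd5. The text of the study names these genes, and Kif2c, Kif11, Sparc and Nos1, in work on the non-coding RNA Dali. It does not name them as changed by Pou3f3 knockdown, so these values are not a repeat of its experiments.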

Values the study reported

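The study reports that transient transfection of the shRNA reduced Pou3f3 transcript levels by 35% as measured by qRT-PCR, and that the levels of 1041 genes changed after Pou3f3 knockdown at a false discovery rate of 10%.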

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

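The number of calls depended on which rows entered the variance prior, on the filter and on single arrays, while 11 of the 12 calls of the fixed test were among the 433 of the test of named rows, and these 433 were all among the 542 with the filter. Each group held 3 cultures of a single cell line. A single Pou3f3-targeting shRNA was used, so a difference cannot be assigned to Pou3f3 rather than to another effect of that shRNA. Alternatives on the named rows, removal of rows by their number, removal of both arrays numbered 1, removal of Dbh and Chga from the noradrenergic list and cyclic loess for the lists were chosen after the data were seen. Apart from the removal of rows by their number, the cause of the differences below was not tested. Over the alternatives, single lists kept their direction and side of the threshold in 311 of 375 comparisons, were no longer called in 43, were newly called in 2 and turned the direction of the set test, which is relative to other genes, in 19. For the 61 genes named from the test of named rows the same held in 944 of 1098 comparisons, with 145 no longer called, 9 newly called and 0 of opposite sign.

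The genes called after Pou3f3 knockdown in the fixed test, counted by row, numbered 12, with 2 genes higher and 10 genes lower. Without a variance filter it called 28 (10 higher, 18 lower), with an interquartile range filter 0 (0 higher, 0 lower), with eBayes before the filter 457 (271 higher, 186 lower) and with a filter on dim rows 338 (211 higher, 127 lower). A trend in the prior gave 63 (32 higher, 31 lower) and array weights 40 (17 higher, 23 lower). Median centring and cyclic loess each gave 5 higher. Rows with 1 gene symbol under the same filter gave 542 (378 higher, 164 lower), and leaving out the rows numbered below the lowest listed gave 723 (531 higher, 192 lower). An adjusted p under 0.05, treat against 1.1-fold and the replicate block each gave 0. Leaving out 1 array gave 0 to 17 calls, with 0 to 4 higher and 0 to 13 lower.

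The test of named rows, which called 433, gave 969 without a fold cut-off (579 higher, 390 lower) and 73 at 1.5-fold (38 higher, 35 lower). Median centring gave 596 (491 higher, 105 lower), and an adjusted p under 0.05 gave 291 (173 higher, 118 lower). Leaving out 1 array gave 147 to 611 calls, with 67 to 392 higher and 80 to 219 lower. The replicate block ended the call of the interferon list, and of the genes chosen by the naming rule it newly called Id2 (adjusted p = 0.00746) and Cebpg (0.00313) in the test of named rows, where it changed no other such call.

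Of the 25 lists 16 were called by camera, 11 by fry and 0 with an estimated correlation between genes. The last setting raised p even for called lists with an estimate below the preset 0.01. Unadjusted camera p rose from 0.00484 to 0.0363 for noradrenergic (estimate -0.0188) and from 0.00404 to 0.0398 for synaptic genes (0.00626). It rose from 0.00428 to 0.0423 for snoRNA hosts (-0.104) and from 0.00209 to 0.0320 for POU3F3 ChIP loci (-0.0829). Calls lost there cannot be put down to correlation between genes alone. At a preset correlation of 0.05 the noradrenergic (camera adjusted p = 0.0633), synaptic (0.0709), DNA methylation (0.0992), dendrite (0.116) and interferon (0.223) lists were not called. The other lists called by camera stayed called. By fry the S phase (adjusted p = 0.216), recombination (0.0525), extracellular matrix (0.0566), interferon (0.319) and DNA methylation (0.183) lists did not pass. Fisher's exact adjusted p for higher calls was 0.0789 for S phase and for interferon. For lower calls it was 0.111 for channels, 0.440 for noradrenergic and 0.580 for dendrite genes. It was under 0.05 for recombination and snoRNA host genes (higher) and cholinergic and synaptic genes (lower). Genes near 0 changed sign. Fzd5 was 0.0350 under median centring and -0.0758 to 0.0188 without 1 array, and Hmgb2 was -0.00384 to 0.52 without 1 array. For lists near 0 the direction of the set test turned, with or without a change in the sign of the mean difference. The mean of the Notch list was -0.00978, as in the fixed setting, with fry and with ranks and -0.0336 to 0.00640 without 1 array. The mean of the heat shock list was -0.00184, as in the fixed setting, with ranks and with the replicate block, 0.00286 on the mean of a symbol's rows, 0.0484 under median centring, 0.0208 without both arrays numbered 1 and -0.0209 to 0.0266 without 1 array. The p53 list was -0.0293 without both arrays numbered 1. Without 1 array the TGF beta list was -0.0371 to -0.0141 and so kept its sign (it was 0.0232 under median centring), the unfolded protein list -0.0268 to 0.00678 and the glycolysis list -0.10 to 0.0235, and glycolysis was called lower without control replicate 1 (camera adjusted p = 0.0404) and without both arrays numbered 1 (mean -0.14, adjusted p = 0.00195). The means of the MAPK and p53 lists were -0.0151 and -0.0138 without control replicate 1, against 0.0153 and 0.00625, with the direction of the test kept.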

Other observations

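Of the tests below, the correlation between the arrays numbered 1, the comparison of these arrays with the others and its list tests, the medians by kind of gene, the matched value of the DNA methylation list, the noradrenergic list without single members and the removal of rows by their number were chosen only after the data were seen. The tests on splits, on the other matched lists and without both arrays numbered 1 were written down before their results were seen, but after the patterns they address.

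With the groups accounted for, 591 named rows were called between the arrays with replicate number 1 and the others, 497 higher and 94 lower in replicate 1. The largest rises were those of Tceal1 (1.42), the polycomb gene Phc3 (1.25), the kinase gene Taok1 (1.18), Dcun1d5 (1.13) and the deubiquitinase gene Usp31 (1.12). The largest falls were those of the small RNA genes Rny3 (-1.40), Vaultrc5 (-0.90), Snord49b (-0.87) and Rny1 (-0.82) and of Hibadh (-0.74). No gene list passed this comparison (limma, camera; lowest adjusted p = 0.494). Across knockdown and control, the 60 rows of snoRNA genes had a median difference of 0.14, the 45 rows of histone genes 0.09, the 364 rows of zinc finger genes named Zfp 0.04, the 296 rows of microRNA genes -0.05 and the 1210 rows of olfactory and vomeronasal receptor genes -0.05.

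Pou3f3 was 10.8% lower on these arrays, and the bound of its 95% confidence interval nearest to the value quoted by the study lay at 26.5% lower. This is less than the reduction that the study measured by another assay, qRT-PCR, for which it also gives another time after transfection than the array labels do. At the false discovery rate and fold cut-off of the study 12 rows were called in the fixed test and 433 in the test of named rows, or 544 in the latter with the replicate block; without the fold cut-off the latter gave 969, and 5005 with the replicate block. All are lower than the count that the study gives except the last, which is higher.

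Lists of mitosis, S phase and recombination genes had higher medians and lists of axon guidance, cholinergic, noradrenergic and channel genes lower ones. A possible technical explanation of both is the trend of the arrays with level. The noradrenergic list had a median control level of 10.88, and rows at levels of 10.26 to 10.97 had a median difference of 0.06. Its mean was -0.149, against 0.003 for random lists matched on level, which argues against the trend for this list. The other lists named moved further than matched lists did. Means were 0.284 against 0.034 for G2 and mitosis, 0.199 against 0.040 for S phase and 0.247 against 0.046 for recombination. They were -0.133 against -0.017 for axon guidance, -0.202 against -0.023 for cholinergic and -0.119 against -0.018 for channel genes. These values argue against the trend as the whole explanation for these lists. The adjusted p among level-matched random lists was 0.00050 for each of the mitosis, S phase, recombination, axon guidance, cholinergic, noradrenergic and channel lists. This weighs against that trend as the whole explanation, although matched lists treat genes as independent. With an estimated correlation 0 lists were called. That setting also raised p for called lists whose estimate was below the preset value, so it does not single out gene correlation. The noradrenergic list without Dbh and Chga gave a matched adjusted p of 0.0236 but was not called by camera, at 0.0825. The DNA methylation list gave 0.268. Without both arrays numbered 1 the camera adjusted p was 9.22e-23 for G2 and mitosis and 2.50e-06 for axon guidance. The interferon and DNA methylation lists were no longer called in that setting (camera adjusted p = 0.102 each). A biological hypothesis is that a lower level of Pou3f3 moves these cells from differentiation towards division. Also open is an effect of the shRNA on other targets, because 1 construct was used. Neither hypothesis was tested, which would need another shRNA or a restored level of Pou3f3. Control cells received a non-targeting vector, so an effect of any such vector would be shared by both groups. Over the 10 splits of the arrays into 3 and 3, the real grouping gave 16 lists (1 of 10 splits with as many), the highest other gave 10, the highest other among the 4 splits that part all 3 pairs gave 9, and 10 splits cannot give a share under 0.05.

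The arrays numbered 1 could share a day of culture or processing. Their deviations from the group means correlated at 0.526, but this restates the pattern and adds no support. Which step they shared is not given in the sources used here, and no biological explanation was tested.

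The fixed test called few rows, and the noisy rows numbered below the lowest listed may set the variance prior. Without them 723 rows were called, whereas 20 draws that left out as many other rows gave 0 to 9. In the fixed test 4 of 10 splits gave at least the real count of 12. The splits that keep the arrays numbered 1 together gave 88, 39, 138 and 11, so the structure by replicate number is a possible source of calls. The same splits gave 0 each in the test of named rows, so this structure was not separated from an effect of the noisy rows. In the fixed test the highest other among splits that part all 3 pairs was 5, and with the replicate block the real grouping gave 0. In the test of named rows 1 of 10 splits gave as many, with 433 in the real grouping and 0 as the highest other. With 10 splits no share under 0.05 can be reached.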
